# Altered miRNA expression patterns in *Tff2* knock-out mice correlate with cellular pathways of neoplastic development and caloric metabolism

**DOI:** 10.3892/ijmm.2012.881

**Published:** 2012-01-10

**Authors:** AFTAB ALI SHAH, PETRA LEIDINGER, ANDREAS KELLER, ANKE WENDSCHLAG, ECKART MEESE, NIKOLAUS BLIN

**Keywords:** caloric maintenance, gastrointestinal tract, knock-out mouse, microRNA, transcriptional profiling, trefoil peptides

## Abstract

The trefoil peptide family, consisting in mammals of three members namely TFF1, 2 and 3, plays a cytoprotective role in epithelial cells of various tissues, mainly in the digestive tract. *Tff1*, *Tff2* or *Tff3* knock-out mouse models developed various kinds of gastrointestinal impairment. microRNAs are known to be novel gene regulators. We aimed to investigate the physiological role of such miRNAs in *Tff2* knock-out mice. Whole miRNome profiling and *in silico* analysis were performed for *Tff2*-KO and WT mice. Our latest data explored the role of miRNAs in the regulatory cascades and molecular processes of *Tff2*^−/−^ mice. As much as 6% of the *Tff2*-KO mice miRNome was significantly dys-regulated. Further *in silico* analysis suggests that the respective dys-regulated part of the miRNome is involved in human pathological processes, including pancreatic, colorectal and basal cell cancer. Additionally, the dys-regulated miRNome targets pathways involved in carbohydrate metabolism and adipocytokine signaling. The latter links deficient caloric maintenance in *Tff2* and previous observation in *Tff3*-KO mice with miRNAs. In summary, our proof-of-concept study indicates that miRNAs may play an important role in the regulatory processes of the trefoil peptide family, especially in the regulation of cancer-related cascades.

## Introduction

The trefoil (TFF) factor family comprises three members, i.e., TFF1, TFF2 and TFF3. They are synthesized and secreted by epithelial mucosa (1–3). TFFs are involved in mechanisms of defense and repair by interacting with mucins, cytoprotection, and anti-inflammatory effect in the gastrointestinal tract by stimulating cell migration and inhibiting apoptosis (4–11). Their expression is rapidly and coordinately up-regulated in a wide variety of mucosal injury (5) and ulcerative conditions of the gastrointestinal tract including Barrett's esophagus (12), gastric and duodenal ulcers (13,14), pancreatic cancer (15,16) as well as in the small and large intestine in Crohn's disease (17). This overexpression of TFFs emphasizes that they are important peptides involved in the maintenance of the gastrointestinal mucosa. TFF2 is found more abundantly during repair in areas of proliferation, while *Tff2*-deficient mice exhibit immune deficiency (18), increased acid secretion and increased susceptibility to NSAID injury (5).

microRNAs are a family of small (17–24 nucleotides) noncoding RNAs that are involved in post-transcriptional gene regulation through binding to the 3′-untranslated region of their target mRNAs (19). An important feature of miRNA is to regulate multiple targets simultaneously making miRNA a crucial regulator in many physiological conditions. We recently showed that a group of deregulated miRNAs in *Tff3* knock-out mouse model might be involved in regulation of an interesting metabolic pathway (20). To further investigate the role of altered miRNA signature in the *Tff2* knock-out (KO) mouse model and the systemic effect of *Tff2* deregulation, we analyzed the expression of known mouse miRNAs (miRBase Version 14, URL: http://www.mirbase.org/) using a whole miRNome microarray analysis. We used blood cells as a starting material because blood-derived miRNA profiling is a well established system in human (21,22) as well as in mouse models due to remarkable stability of these short nucleotides (20). We hypothesized that deregulated miRNAs in *Tff2*-KO mice might be involved in important biological pathways and since the epithelia of the digestive tract also contribute to immunoresponse blood cells (among them T- and B-cells) (23) will likely carry such important molecular information. Despite latest progress in whole miRNome microarray analysis in various systems, no previous study related to the differential expression of miRNAs in *Tff2*-KO mouse model, has been reported so far.

## Materials and methods

### Animals

*Tff2* deficient mice (129/SV) were generated previously (18) and as a control wild-type (WT) (129/SV) mice were bought from Charles River. All animals (n=6 for each genotype) were kept in a specific pathogen-free facility of the University Clinic of Tuebingen in 12 h dark/light cycles and 22˚C. Food and water were accessible *ad libitum*. All efforts were made to minimize the number of animals used to avoid unnecessary suffering. Care and use of the animals and the experimental protocol were reviewed and approved by the regional board for scientific animal experiments in Tuebingen.

### miRNA extraction

Blood from *Tff2*-KO as well as WT mice was collected in RNAprotect^®^ Animal Blood Tubes (Qiagen GmbH, Hilden). About 400–500 μl of peripheral blood were collected from each animal. After centrifugation of the blood samples at 5,000 × g for 10 min at room temperature (RT), the supernatant was discarded while the pellet was resuspended in 5 ml RNasefree water. Following second centrifugation step at 5,000 × g for 10 min and RT, isolation of total-RNA including miRNA was performed using the miRNeasy kit (Qiagen GmbH). Therefore the blood cell pellet was resuspended in 700 μl QIAzol lysis reagent and incubated for 5 min at RT. A total of 140 μl chloroform was added, vortexed for 15 sec, and incubated for 2–3 min at RT. All samples were centrifuged at 14,000 rpm and 4˚C for 15 min. The RNA in the upper, watery phase was precipitated with 1.5 volume of 100% ethanol. Aliquots of 700 μl of this mixture were placed on a column and centrifuged at 13,000 rpm at RT for 15 sec. After the mixture had completely passed the column, 700 μl of buffer RWT was added to each column, and again centrifuged at 13,000 rpm at RT for 15 sec. Buffer RPE of 500 μl was added to the column and centrifuged at 13,000 rpm at RT for 15 sec. After this step, further 500 μl of buffer RPE was added to the column and centrifuged at 13,000 rpm at RT or 2 min. To dry the column it was centrifuged at 13,000 rpm and RT for 1 min. The RNA was eluted twice with 20 μl RNasefree water by centrifuging at 13,000 rpm at RT for 1 min. The eluted RNA was stored at −70˚C.

### miRNA microarray screening

We analyzed all RNA samples using the Geniom Realtime Analyzer (GRTA, Febit Biomed GmbH, Heidelberg, Germany) and the Geniom Biochip miRNA *Mus musculus*. Each array contains 7 replicates of 710 miRNAs and miRNA star sequences as annotated in the Sanger miRBase version 14.0 (http://microrna.sanger.ac.uk/sequences/) (24). After microarray hybridization for 16 h at 42˚C sample labeling was carried out with biotin using micro-fluidic-based enzymatic on-chip labeling of miRNAs (MPEA) (25). Washing and signal enhancement was processed automatically in the GRTA.

### Expression data and bioinformatics analyses

Geniom Wizard Software was used for microarray evaluation. After that the median signal intensity was extracted for each miRNA and each array from the raw data file such that for each miRNA, seven intensity values have been calculated corresponding to each replicate copy on the array. Next to the background correction, the seven replicate intensity values of each miRNA were summarized by their median value. Quantile normalization was applied to normalize the data across different arrays (26), and all further analyses were carried out using the normalized and background subtracted intensity values. The microarray data were deposited in the publically available database Gene Expression Omnibus (GSE25815).

GeneTrail is a web-based application used for statistical evaluation of high-throughput genomic or proteomic data sets with respect to a reference set. GeneTrail's statistics module includes a novel dynamic-programming algorithm that improves the P-value computation of GSEA (Gene Set Enrichment Analysis) methods considerably. GeneTrail supports many biological categories (KEGG, TRANSPATH, TRANSFAC and GO) (27–29).

Cytoscape program (http://cytoscapeweb.cytoscape.org) was used to visualize the correlations of graphically depicting the regulation of the mRNA targets of the most interesting up-regulated mmu-miR-669c, mmu-miR-329, and down-regulated mmu-miR-688, mmu-miR-30c-1^*^, mmu-miR-201, mmu-miR-761, mmu-miR-715 microRNAs in *Tff2*-KO mice in a convenient way. Nodes represent the pathways, genes and miRNAs while edges show the respective connections (Fig. 3).

### Quantitative real-time PCR

In order to validate microarray results of deregulated miRNAs, we analyzed by qRT-PCR, the expression of some mature miRNAs in total-RNA extracted from all *Tff2*-KO and WT mice. RNA of 10 ng was converted into cDNA using miRNA RT specific primers and TaqMan^®^ microRNA Reverse Transcription kit (Applied Biosystems). The qRT-PCR reactions were performed on Applied Biosystems 7300 Real-Time PCR system using miRNA-specific TaqMan^®^ microRNA Assays (Applied Biosystems). The master mix TaqMan^®^ Universal PCR Master Mix, No AmpErase^®^ UNG (Applied Biosystems) was used for all qRT-PCR reactions according to manufacturer's instructions. A cDNA pool of 6 WT mice was used as a calibrator in the present study. As an endogenous control RNA we used snoRNA202 (small nucleolar RNA, Applied Biosystems), which is commonly used as a control RNA for miRNA studies. miRNA fold changes between the groups were calculated by the delta Ct method.

## Results

### Altered miRNA expression in Tff2 knock-out mice

Among the three mammalian *Tffs*, *Tff2* deserves special attention because of its multiple roles in crucial physiological processes. We aimed at determining whether transcriptional profiles of miRNA are involved in regulating *Tff2* gene activity. Thus, genetically impaired *Tff2* mice were compared with their WT counterparts by microarray screening of miRNAs. 

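Blood of 12 mice was profiled on miRNA microarrays with 1 array per mouse, from 6 Tff2-KO and 6 WT mice with 3 males and 3 females of each genotype. RNA was isolated from the pelleted blood cells. The Tff2-KO mice had been generated earlier and the WT mice were bought from a breeder, so the origin of the mice differed together with their genotype. The biochip carries probes for 710 miRNAs and star sequences at 7 spots each. It carries no probe for an mRNA, so Tff2 itself was not measured. The authors' raw table gives an intensity for each miRNA and array, which is the median over the spots after background subtraction, with values from -88 to 64375. The mean intensity of an array ranged from 543 to 1151 (median 720.3) in Tff2-KO mice and from 375 to 999.98 (median 493) in WT mice. Of the 710 miRNAs, 32.5 ± 7.56 had a value below 0 on a Tff2-KO array and 20.3 ± 4.03 on a WT array (SD, n = 6 arrays each, two-sided exact permutation p = 0.0108). The share of miRNAs with an intensity above the size of the lowest value of their array was 71.8% ± 7.77 in Tff2-KO mice and 77.0% ± 9.90 in WT mice (SD, n = 6, two-sided exact permutation p = 0.331).
Arrays give no counts, and their number limits the precision of each difference. From the raw table, the arrays were quantile normalized together as the methods state. Values below 1, which were 4.30% of all values, were then set to 1 and the log2 was taken, with no further background correction. Genotypes were compared over all 710 miRNAs with limma and p-values were adjusted by Benjamini-Hochberg. The median standard error of a log2 fold change was 0.32. Pearson correlations of log2 intensities between arrays had a median of 0.828 within a genotype and 0.821 between genotypes.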

In our *Tff2*-KO mouse model a total of 48 miRNAs were detected as differentially expressed. 

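miR-1895 had a geometric mean intensity of 1820.3 in Tff2-KO mice and 5125 in WT mice, a log2 fold change of -1.49 (standard error 0.33, n = 6 mice per genotype). miR-1190 was at 118 in Tff2-KO and 276 in WT mice (log2 fold change -1.23, standard error 0.27). miR-712*, which overlaps ribosomal RNA, was at 232 and 477 (log2 fold change -1.04, standard error 0.22). miR-1954 and miR-1899 had log2 fold changes of -0.84 and -1.07. In the other direction, miR-674* was at 491 in Tff2-KO and 266 in WT mice (log2 fold change 0.88, standard error 0.24) and miR-125a-5p at 525 and 223 (log2 fold change 1.23, standard error 0.39). miR-877 and miR-326, which Table I does not list, had log2 fold changes of 0.78 and 0.45. In limma over all 710 miRNAs, 0 passed an adjusted p under 0.05, and the smallest adjusted p was 0.171. At an unadjusted p under 0.05 there were 67 miRNAs, 27 higher and 40 lower in Tff2-KO mice, where 35.5 are expected by chance. Chance cannot be excluded for this count. Of 100 splits of the 12 mice into 6 and 6, 5 gave as many, the real one included, and the highest other gave 104.
When only the 355 miRNAs brighter than the array-wide median were tested, 6 were lower in Tff2-KO mice at an adjusted p under 0.05 in limma and 0 were higher. These were miR-1895, miR-1190 and miR-712* (adjusted p = 0.0233 for each) and miR-1899, miR-1954 and miR-715 (adjusted p = 0.0322 for each). A normexp background correction gave 4 of these (miR-1895, miR-1190, miR-712* and miR-715) and a robust intensity trend gave 2 (miR-1190 and miR-1895). Most other alternatives gave 0 in limma. These were the authors' value table (smallest adjusted p = 0.180), no normalization between arrays (0.434), median scaling (0.288), 75th percentile scaling (0.261) and cyclic loess (0.238). A pseudocount, sex as covariate, a replicate block and array weights also gave 0, as did leaving out any 1 mouse. The share of higher miRNAs among those at an unadjusted p under 0.05 was 40.3%, and it moved with the scaling of the arrays, to 16.1% without normalization between arrays, 27.6% with 75th percentile scaling, 50% with cyclic loess and 60.2% with median scaling. The genotype and the origin of the mice cannot be told apart. From the screen the paper states that 48 miRNAs were differentially expressed, and its text names no rule for that count.

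**Figure D1:**
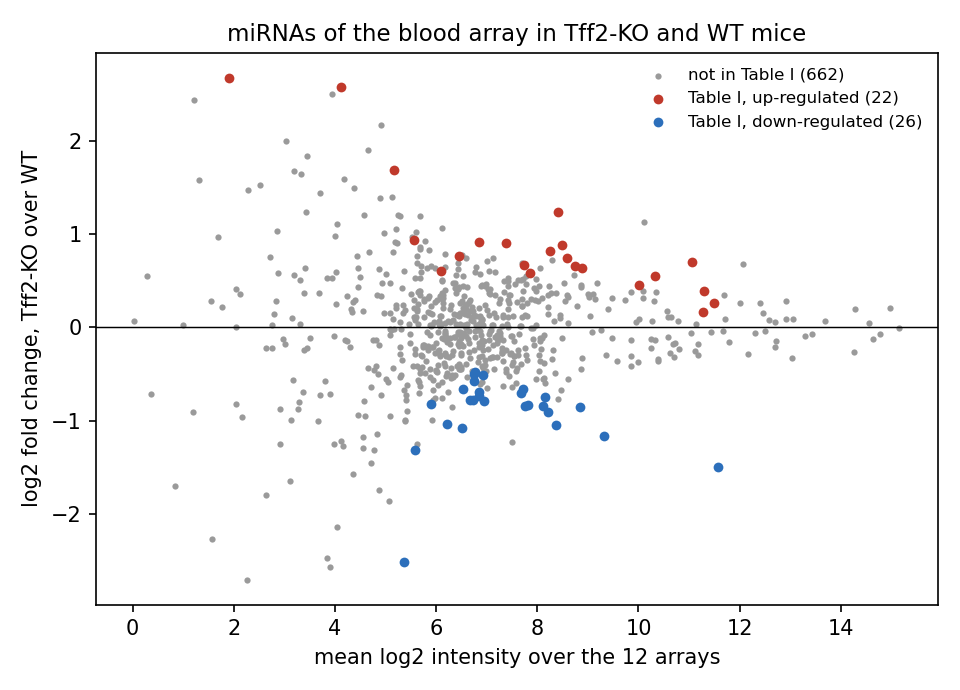
Log2 fold change of Tff2-KO over WT mice (vertical axis) against the mean log2 intensity over the 12 arrays (horizontal axis) for the 710 miRNAs. Points are miRNAs, with the 22 up-regulated and 26 down-regulated miRNAs of Table I in colour.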

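Of the 48 miRNAs of Table I, 26 had a lower and 22 a higher median in Tff2-KO than in WT mice, in each case the direction that Table I gives. Among the lower ones, the median ratio of Tff2-KO over WT was 0.570 and among the higher ones 1.71. miR-590-5p was at a geometric mean intensity of 78.2 in Tff2-KO and 134 in WT mice (log2 fold change -0.77, standard error 0.24, n = 6 mice per genotype). For miR-488*, raw intensities ranged from 4 to 80 in Tff2-KO and from 68 to 96 in WT mice, and no fold is given, since 4 Tff2-KO arrays were at or under the size of their lowest value. miR-1946b had a log2 fold change of -0.84 (standard error 0.26). Of the higher ones, miR-195, which shares its seed with miR-16, was at 2734 and 1680.1 (log2 fold change 0.70, standard error 0.25), and miR-1892 was at 269 and 169 (log2 fold change 0.67, standard error 0.24). In limma, 22 of the 26 lower and 12 of the 22 higher miRNAs had an unadjusted p under 0.05, and 0 of the 48 passed when adjusted over all 710. For each direction adjusted over the list alone, 20 of the 26 lower and 0 of the 22 higher miRNAs passed. The study chose the list on these mice, so this is not independent evidence.
The least extreme values in Table I are an AUC of 0.83 or 0.22 and a difference in median of about ln 2 on the scale of its medians. With these limits, 43 of the 710 miRNAs qualified on the log2 scale, 18 higher and 25 lower, and 33 of them are in Table I. With a ratio of medians of at least 2 in either direction, 16 qualified, 8 in each direction, of which 10 are in Table I. These counts are not stable. Without 1 mouse in turn the 43 ranged from 37 to 67 and the 16 from 15 to 34, and with median scaling they were 75 and 28, with normexp 11 and 3.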

Among those 26 (54%) were down-regulated while 22 (46%) were up-regulated (Table I).

To confirm that the expression of deregulated miRNAs occurred uniformly in all studied animal samples we additionally computed the receiver-operator characteristics curves (ROC) for each of the miRNAs together with the area under the receiver-operator characteristics curve (AUC). ROC shows the sensitivity as function of one minus the specificity. AUC values can range from 0 to 1. An AUC of 0.5 for a miRNA means that the distribution of intensity values generated by RNA from blood of *Tff2*-KO and WT mice cannot be distinguished. The more the AUC differs from 0.5 approaching the values of 0 or 1 the better the miRNA is suited to differentiate between KO and WT. The most extreme values of the AUC are 0 and 1 and correspond to a perfect separation. 

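After quantile normalization, the intensities of the Tff2-KO and WT mice did not overlap in 8 miRNAs. miR-1190, miR-1895, miR-1899, miR-1954 and miR-201 had an AUC of 1, with all 6 WT mice above all 6 Tff2-KO mice. miR-326, miR-674* and miR-877 had an AUC of 0, with all Tff2-KO mice above all WT mice. miR-1895 lay between 969 and 3121 in Tff2-KO mice and between 3573 and 6422 in WT mice, and miR-326 between 123 and 171 in Tff2-KO mice and between 84.3 and 116 in WT mice. Before normalization, the raw intensities of the genotypes overlapped in all 8. Those of miR-1895 reached 3481 in Tff2-KO mice and began at 2465 in WT mice. Those of miR-326 began at 96 in Tff2-KO mice and reached 124 in WT mice. Complete separation has an exact two-sided p of 0.00216, so 1.54 of the 710 miRNAs are expected to separate by chance. Of the miRNAs of Table I, the 26 lower ones had AUC values from 0.778 to 1 and the 22 higher ones from 0 to 0.361. An AUC above 0.9 or under 0.1 was found in 22 of the 48, 17 of them lower and 5 higher in Tff2-KO mice.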

Out of the 48 significantly deregulated miRNAs, 26 miRNAs had an AUC value above 0.5 (higher median expression in WT than in KO mice) and 22 miRNAs had an AUC value <0.5 (lower median expression in WT than in KO mice).

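After quantile normalization, which gives every array the same set of intensities, the brightest miRNAs differed little between the genotypes. miR-486 and miR-16, which are abundant in red blood cells, had geometric mean intensities of 36528 and 27879 over the 12 mice and log2 fold changes of -0.00 and -0.07 (standard errors 0.17 and 0.19). The 10 brightest miRNAs, which also include miR-1937a, miR-15b, miR-1937b, miR-140*, miR-2142, miR-191, miR-25 and miR-106b, made up 45.9% of the summed intensity, and their log2 fold changes lay between -0.26 and 0.21. This depends on the scaling, since all 10 were higher in Tff2-KO mice without normalization between arrays (log2 fold changes from 0.18 to 0.56), with median scaling (0.33 to 0.70) and with 75th percentile scaling (0.15 to 0.53), though 0 of them at an unadjusted p under 0.05. Over all 710 miRNAs, the median log2 fold change was 0.01. For 456 miRNAs the AUC lay between 0.3 and 0.7, while 22 had an AUC above 0.9 and 10 an AUC under 0.1. A t-test with equal variances, a form chosen here since the paper names a t-test in Fig. 1C and Table I without its form, gave an unadjusted p under 0.05 for 70 miRNAs, or 9.86% of the array, with 26 higher and 44 lower in Tff2-KO mice. Of these 70, 31 are among the 48 of Table I. After adjustment over the 710 miRNAs 0 passed, with a smallest adjusted p of 0.147.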

The histogram plots in Fig. 1 show the distribution of logarithm of fold changes (Fig. 1A), AUC values (Fig. 1B), and raw t-test P-values (Fig. 1C) demonstrating a significant differential expression of the deregulated miRNAs.

### Validation of miRNA expression profile by quantitative PCR

Our microarray screen identified 48 differentially expressed miRNAs in *Tff2*-KO vs. WT mice. 

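Of 19 lists of miRNA families, genomic clusters, blood cell types and other tissues, 0 passed an adjusted p under 0.05 with camera, and 5 had an unadjusted p under 0.05. The lists were fixed before the data were examined, but the values of Table I, which come from these mice, had been seen. Lists that hold miRNAs of Table I, such as miR-125a-5p and miR-99b, are therefore not fully independent of these data. The miR-99/100 and miR-125 family had the smallest p. Its 5 members were all higher in Tff2-KO mice, with a median log2 fold change of 0.57. Next to miR-125a-5p stood miR-99b, at a geometric mean intensity of 405 in Tff2-KO and 229 in WT mice (standard error of the log2 difference 0.28, n = 6 mice per genotype), and 2 of the 5 passed in limma when adjusted over the list alone. The family's adjusted p was 0.0860. In females only its direction was the opposite (adjusted p = 0.998).
Of the 10 lymphoid miRNAs 7 were higher, with a median log2 fold change of 0.44 (adjusted p = 0.131). Among the lymphoid miRNAs, miR-181c and miR-181d had log2 fold changes of 0.61 and 0.59. Of 27 miRNAs of the X-linked testis cluster 19 were lower, with a median of -0.32 (adjusted p = 0.131), among them miR-883a-5p with -0.79. Of 9 miRNAs that overlap ribosomal RNA, 6 were lower, with a median of -0.17 (adjusted p = 0.153), among them miR-712*, miR-715 and miR-689. Of 54 miRNAs of the Sfmbt2 cluster 37 were higher, with a median of 0.14 (adjusted p = 0.159), although miR-669j and miR-669h-3p were lower, with -0.91 and -0.76. The let-7 family, with 8 of 9 members higher and a median of 0.39, had an adjusted p of 0.159. These tests preset the correlation between members of a list at 0.01. The estimated correlation was 0.73 for the miR-99/100 and miR-125 family and 0.50 for the let-7 family. With an estimated correlation the smallest adjusted p of any list was 0.569. The alternatives that follow were run with the preset correlation only. The let-7 family, too, had the opposite direction in females only. The miR-99/100 and miR-125 family passed the adjusted threshold with normexp, array weights, the robust intensity trend, in males only and without WT replicate 6, WT replicate 4 or Tff2-KO replicate 4, and the X-linked cluster among the brighter miRNAs, in males only and without WT replicate 4. The lymphoid list passed it in males only, the let-7 family and the Sfmbt2 cluster without WT replicate 4, and the list that overlaps ribosomal RNA in females only. The lymphoid, let-7, miR-99/100 and miR-125 and X-linked lists also passed without normalization, with median scaling and with 75th percentile scaling, and the Sfmbt2 cluster with both scalings. The number of lists past it moved with the scaling, to 7 without normalization between arrays, 8 with median scaling and 10 with 75th percentile scaling.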

To validate these data we analyzed the expression of two down- and three up-regulated miRNAs as a model representation of the whole set (Table I) by qRT-PCR in all *Tff2*-KO and WT samples (Fig. 2). The qRT-PCR results and the array data displayed comparable values thus supporting the original observation.

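Of the 5 miRNAs that the paper tested by qRT-PCR, miR-715 and miR-761 were lower and miR-142-3p, miR-669c and miR-329 higher in Tff2-KO than in WT mice on the array. miR-715 was at a geometric mean intensity of 425 in Tff2-KO and 951 in WT mice (log2 fold change -1.16, standard error 0.29, n = 6 mice per genotype, exact permutation p = 0.00866). miR-761 was at 218 and 367 (log2 fold change -0.75, standard error 0.23, exact p = 0.0108). miR-142-3p, an abundant miRNA of blood-forming cells, had raw intensities from 24 to 72 in Tff2-KO and from -4 to 40 in WT mice. On 5 of the 6 Tff2-KO arrays and all 6 WT arrays these lay at or under the size of the array's lowest value, and 2 WT arrays were at the lowest value allowed after normalization, so no fold is given (AUC 0.0556, exact permutation p = 0.00866). miR-669c was at 540 and 343 (log2 fold change 0.66, standard error 0.30, exact p = 0.0325). WT replicate 2 lay far below the other WT mice, and without it the log2 fold change was 0.44 and the exact permutation p = 0.0606. The exact permutation p was also above 0.05 without some other mice, such as Tff2-KO replicate 1 (0.0693) or WT replicate 1 (0.0519). Without Tff2-KO replicate 5 it was 0.0303. miR-329 was at 114 and 66.8 (log2 fold change 0.77, standard error 0.35), which did not pass (exact permutation p = 0.0606). After adjustment over the 5 miRNAs, 4 passed an adjusted p under 0.05 by the two-sided exact permutation test, and from 3 to 5 when 1 mouse was left out. The study chose the 5 from Table I on these mice, so this is not independent evidence. None passed in limma over all 710 miRNAs, where the smallest adjusted p of the 5 was that of miR-715 at 0.222. The qRT-PCR measurements are not among the deposited values. The paper reasons that its qRT-PCR and array values are comparable and counts this in favour of the original observation (Fig. 2). Read by eye, however, the qRT-PCR bars of miR-715 and miR-761 in Fig. 2 are not lower than 1. That is the level of equal medians if they are on the scale of the array bars, while both miRNAs were lower on the array.

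**Figure D2:**
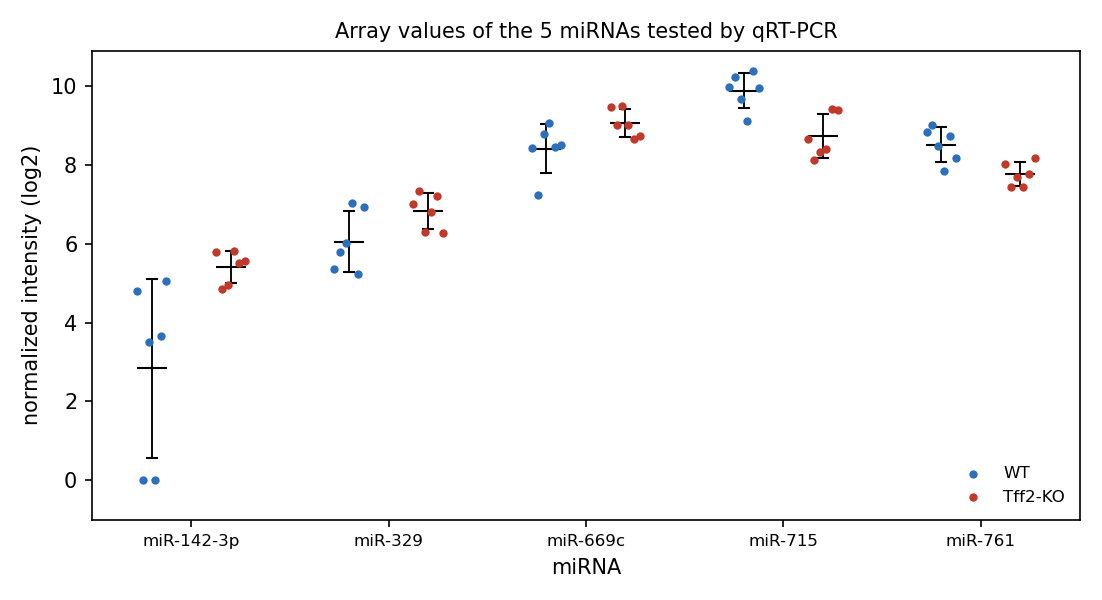
Log2 normalized intensity of each mouse for the 5 miRNAs, with Tff2-KO and WT mice as points, means as horizontal bars and SD over 6 mice as error bars. For miR-142-3p, 2 WT mice sit at 0.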

### In silico analysis of miRNA and their putative target pathways

The above mentioned results prompted us to test whether the collection of deregulated miRNAs is connected to any pathological conditions. We applied a bioinformatic resource for miRNAs target genes to identify possible mRNA interaction networks that are responsible for various cellular processes. This approach using GeneTrail (see Materials and methods for details) provides useful information on the function of microRNA in physiological and pathological conditions.

We focused our analysis on KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. We compared the set of the noted up- and down-regulated miRNAs between *Tff2*-KO compared to WT mice to the set of all mouse genes using GeneTrail's standard parameters for the prediction of signaling pathways possibly regulated by these miRNAs. 

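The 7 miRNAs of Table II were 5 lower ones (miR-688, miR-30c-1*, miR-201, miR-715 and miR-761) and 2 higher ones (miR-329 and miR-669c) in Tff2-KO than in WT mice. miR-688 was at a geometric mean intensity of 81.3 in Tff2-KO and 139 in WT mice (log2 fold change -0.78, standard error 0.35, n = 6 mice per genotype, exact permutation p = 0.0584). miR-30c-1*, the star strand of a member of the miR-30 family, had raw intensities from 20 to 64 in Tff2-KO and from 64 to 124 in WT mice (exact p = 0.0152). On 4 Tff2-KO arrays and 1 WT array these were at or under the size of the array's lowest value, so no fold is given. miR-201 was at 89.3 and 149 (log2 fold change -0.74, standard error 0.20), with no overlap between the genotypes after normalization (exact permutation p = 0.00216). Its raw intensities overlapped, up to 136 in Tff2-KO and from 108 in WT mice. Over the 7 miRNAs, 5 passed an adjusted p under 0.05 by the two-sided exact permutation test, and miR-688 and miR-329 did not. These miRNAs come from Table I, which the study drew up on the same mice, so the test is not independent evidence, and in limma over all 710 miRNAs 0 of the 7 passed (adjusted p from 0.222 to 0.507). Without WT replicate 2, 3 of the 7 passed, and without WT replicate 4 all 7 did. The paper's pathway assignments rest on predicted targets, which the array does not measure.

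**Figure D3:**
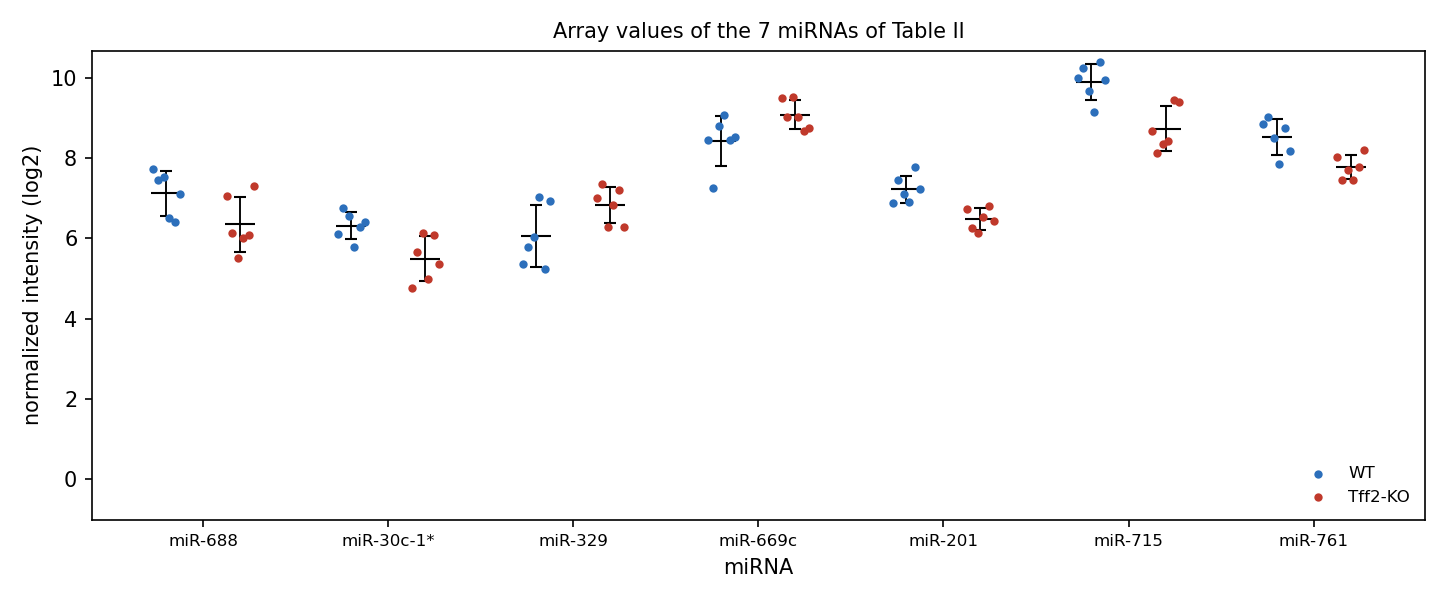
Log2 normalized intensity of each mouse for the 7 miRNAs of Table II, with Tff2-KO and WT mice as points, means as horizontal bars and SD over 6 mice as error bars. The genotypes do not overlap for miR-201.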

We identified interesting statistically significant signaling pathways (Table II) regulated by selected deregulated miRNAs (Fig. 3). Briefly, we found that mmu-miR-688 and mmu-miR-30c-1^*^ targeting *Tcf712* and *Cdk4* are involved in colorectal and pancreatic cancer, respectively, while the same miRNAs targeting *Bad, Mapk10, Mapk3* and *Tgfbr1* are involved both in pancreatic as well as colorectal cancer. Similarly, mmu-miR-329 (targeting *Axin1* and *Dvl2*) is participating in basal cell carcinoma. 

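The 4 miRNAs that the paper links to metabolism had the same direction in both sexes. They come from Table I, which the study drew up on these mice of both sexes, so this is not independent evidence. Of its 48 miRNAs, 45 had the same direction in both sexes, while over all 710 the genotype differences of the sexes were uncorrelated (r = -0.10). In males and females, the log2 fold change of Tff2-KO over WT was -1.59 and -0.74 for miR-715, -1.05 and -0.45 for miR-761, and 1.18 and 0.13 for miR-669c. For miR-201 it was -0.77 in males and -0.71 in females, from 3 mice per sex and genotype. Single mice weigh on these values. Without WT replicate 2, miR-669c was at 0.75 in males, and when 1 mouse was left out in turn its value in females ranged from 0.02 to 0.33, that of miR-715 from -1.08 to -0.40 and that of miR-761 from -0.65 to -0.21. The difference between the sexes did not pass in limma for any of the 4 miRNAs (adjusted p = 0.547 or higher over all 710). Single mice of miR-669c ranged from 409 to 732 in Tff2-KO and from 152 to 537 in WT mice, and those of miR-761 from 174 to 293 in Tff2-KO and from 229 to 515 in WT mice. miR-715 ranged from 279 to 694 in Tff2-KO mice and from 562 to 1334 in WT mice.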

Further miRNAs with differential expression pattern are connected with energy metabolism. Here, mmu-miR-669c, targeting *Dgka Dgke Pla2g10, Gnpat* and *pla2g12a*, is involved in glycerophospholid and mmu-miR-201 (targeting *Enpp1* and *Gbe1*) is involved in starch and sucrose metabolism. Additionally, both mmu-miR-761 and mmu-miR-715 (targeting *Stk11*, *Slc2a1* and *Rxrg, Ppara, Tnfrsf1a* and *Acacb*) are involved in adipocytokine signaling pathway.

## Discussion

The three trefoil factor peptides (TFF1-3) are involved in maintenance of epithelial function, thus not surprisingly, in mouse models carrying genetic deletions for *Tff1*, *Tff2* or *Tff3* the animals developed various kinds of gastrointestinal impairment (5,30,31). Previously, tumor specific expression patterns of all trefoil peptides were observed in human patients and the TFFs were noted to be over-expressed in inflammatory and ulcerative lesions (3). By *in situ* hybridization Tff transcription was demonstrated in damaged areas of the digestive tract in rodents. Studies of experimental ulcers in rat stomach (32) disclosed that rat *Tff2* is expressed immediately after injury (0.5–2 h), *Tff3* after 48 h and the growth factors EGF and TGF-α even later, stressing the association of TFFs with the start of the restitution and repair processes. This observation also implies a set program of differential Tff gene activation. While all Tff genes are localized tightly to each other, all three display individual promoters with specific transcriptional signals allowing such differential regulation (33,34). Moreover, search for quantitative trait loci in mouse models indicated a trefoil peptide contribution to diabesity (35) or to macronutrient (carbohydrate/fat) intake (36). The latter study demonstrated a 10-fold up-regulation of *Tff3* in congenic B6.CAST17 mice independent of high-fat vs. high carbohydrate diet. Our recent study demonstrated that genetic impairment of *Tff3* has an influence on the expression pattern of regulatory miRNAs, several of them targeting genes in caloric metabolism. Again, not surprisingly, *Tff3*^−/−^ mice show slower build-up of body mass than their WT counterparts (20). Our preliminary data also connect genetic *Tff2* inactivation with impaired fat metabolism. Moreover, a link of Tff's to the immune system through nutritional pathways and enteric microflora was published (37) and in weaning piglets a probiotic trial indicated an increased *Tff2* and *Tff3* expression (38). In the porcine digestive tract, various segments (from duodenum to distal colon) were reported to express varying patterns of miRNAs pointing to the regulatory impact of these small nucleic acids on specific cellular signaling pathways (39).

These data prompted us to search modified patterns of miRNA expression levels and their target genes in *Tff2*^−/−^ mice. Using miRNA microarrays and cellular fractions from whole blood (20) 22 of miRNAs were found to be up-regulated and 26 to be down-regulated thus exceeding the number of 21 deregulated miRNAs in the *Tff3*^−/−^ model. A screen using a bioinformatics tool (GeneTrail) to link *Tff2*^−/−^ specific miRNAs with their target genes disclosed 7 highly significant regulatory miRNAs (P<0.047) connected with either neoplastic development or carbohydrate metabolism. In the former, colorectal, pancreatic and basal cell cancer are prominent, the latter is represented by sugar and starch metabolism and an adipocytokine pathway. It has been demonstrated in completely independent experiments that mmu-miR-715 as well as mmu-miR30C-1^*^ are involved in specific cellular pathways essentially confirming our observation (40,41). These important regulators display the effect of multiplicity, i.e., one miRNA molecule is targeting different genes that can be functional in one common pathway or even involved in different functional networks. Out of those 7 significant miRNAs only miR-715 has its coding sequence localized in the vicinity of the *Tff* gene cluster (mouse chromosome 17). It is linked to the adipocytokine pathway by targeting one TNF family member. In 2010, Panguluri *et al* (40) demonstrated TNF-like weak inducer of apoptosis (TWEAK) to be a member of the TNF superfamily and by *in vitro*, *in vivo* and *in silico* experiments TWEAK to up-regulate miR-715 about 20-fold which in turn is involved in regulating distinct cellular responses. Since TNFα has been implicated as a link between obesity and insulin resistance this circular loop [(TWEAK)-(miR-715)-(TNFrsf1a)] provides some experimental evidence for this particular miRNA's connection with caloric pathway. Even here the position does not constitute a close neighborhood: the distance is about 8.5 Mb. However, no present model requires genetic vicinity for functional coordination and in the *Tff3*^−/−^ situation the coding sequences of regulatory miRNAs also show no particularly close special linkage.

To substantiate whether the selected miRNAs of our model are in fact deregulated by *Tff2* impairment and share these common target genes for the neoplastic and dietary pathways noted in our study, additional experiments are planned. At first, specific miRNA action in cellular models will be monitored and expression pattern of the target genes will be analyzed by qRT-PCR. Finally, adequate transgenic mice will be put to use. These future experiments should further contribute to our understanding of the variable functional aspects of the trefoil peptide family.

Our proof-of-concept study shows that small non-coding RNA molecules (miRNAs) may play an important role in the regulatory processes of the trefoil peptide family. Despite recent progress in miRNome microarray profiling, no previous study has been conducted so far related to the differential expression of miRNAs in the *Tff2*-KO mouse model.

## Figures and Tables

**Figure 1:**
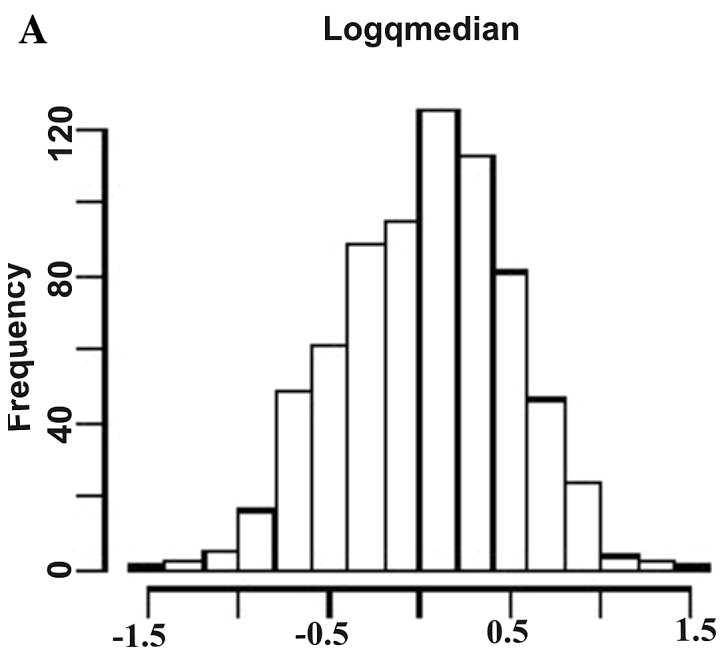

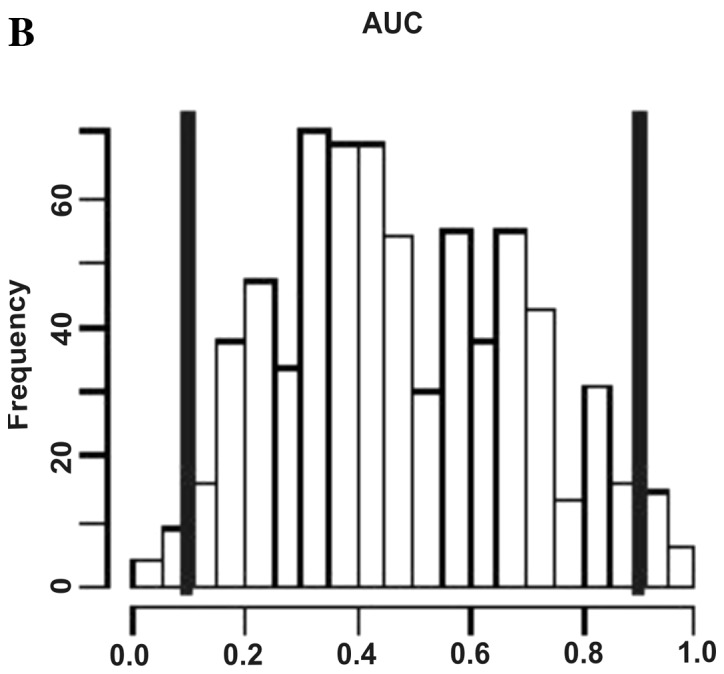

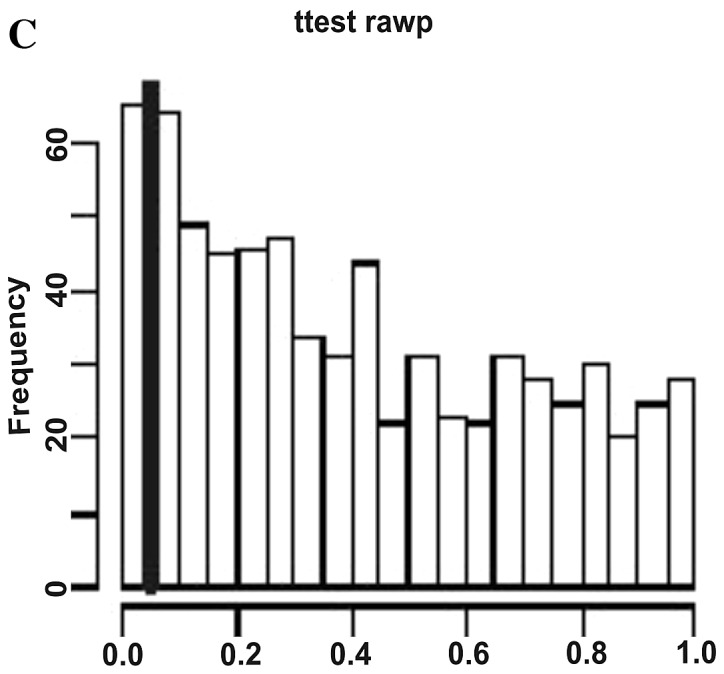
Histogram plots for all screened miRNAs (microarray containing 710 miRNAs and miRNA star sequences in 7 replicates). (A) Shows bars representing miRNA groups arranged from −1.5 to +1.5 (logarithmic scale with 0 indicating the least and ±1.5 the highest values). (B) Histogram plot of the area under the receiver operator characteristics curve (AUC) values shows that only a few miRNAs have AUC values near 1 or 0 indicated by the black bar, while most of the miRNAs have AUC values around 0.5. (C) Histogram plot of the P-values for t-test shows that only few miRNAs have P<0.05 (black bar).

**Figure 2:**
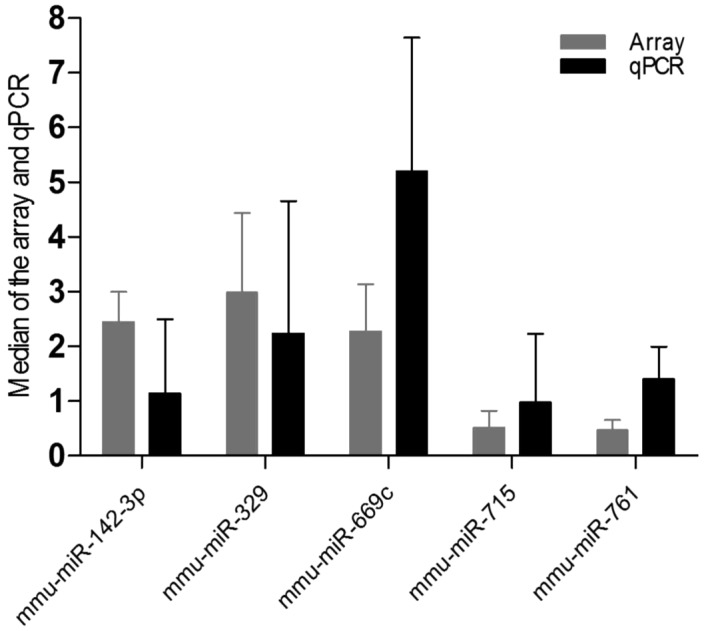
Comparison of the expression levels of 5 deregulated miRNAs in *Tff2*-KO mice as measured by microarray and qPCR. The median of the values (6 mice each replicates 3 times) are shown with standard deviation.

**Figure 3:**
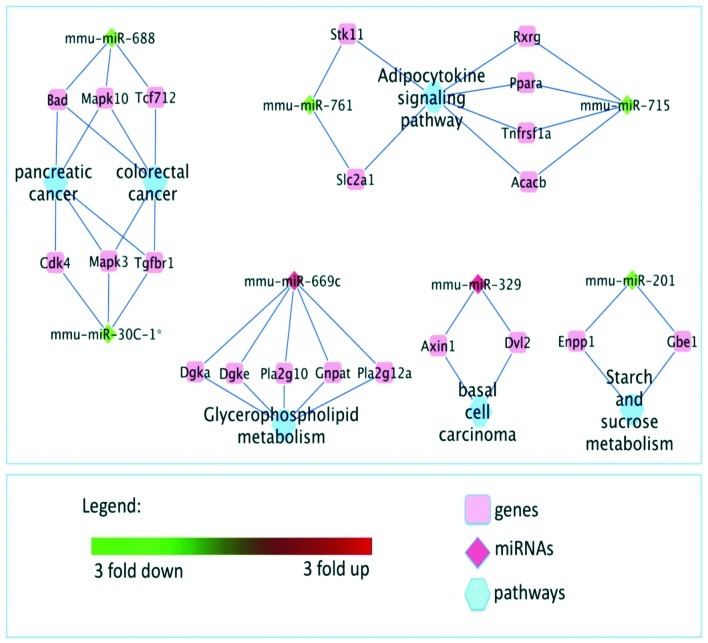
Selected deregulated miRNAs their target genes and pathways involved as indicated by GeneTrail prediction.

**Table I:** Logarithm of fold quotients, raw t-test P-values and AUC value of each of all 48 significantly deregulated miRNA tested in (n=6) animals of WT and KO group (7 replicates of each miRNA).

miRNA	Median *Tff2*^−/−^	Median *Tff2*^+/+^	q-median	Log q-median	t-test rawp	AUC
mmu-miR-688	5.62	7.03	0.24	−1.40	0.07	0.83
mmu-miR-1895	10.80	12.12	0.26	−1.32	0.02	0.88
mmu-miR-590-5p	5.78	6.93	0.31	−1.15	0.01	0.91
mmu-miR-488^*^	4.78	5.87	0.33	−1.09	0.01	0.94
mmu-miR-883a-5p	6.04	7.06	0.35	−1.02	0.00	0.91
mmu-miR-712^*^	7.53	8.53	0.36	−1.00	0.00	0.97
mmu-miR-715	8.47	9.47	0.36	−0.99	0.00	0.91
mmu-miR-1954	6.96	7.93	0.37	−0.97	0.00	1
mmu-miR-1907	7.05	8.01	0.38	−0.96	0.02	0.94
mmu-miR-490	5.403	6.34	0.39	−0.93	0.03	0.91
mmu-miR-1946b	7.45	8.38	0.39	−0.92	0.00	0.91
mmu-miR-1899	5.69	6.61	0.39	−0.92	0.00	1
mmu-miR-337-5p	5.95	6.87	0.39	−0.92	0.02	0.86
mmu-miR-761	7.45	8.36	0.40	−0.90	0.00	0.94
mmu-miR-201	6.00	6.84	0.43	−0.84	0.01	1
mmu-miR-669j	7.55	8.36	0.44	−0.80	0.02	0.94
mmu-miR-30c-1^*^	5.16	5.96	0.44	−0.80	0.01	0.94
mmu-miR-1906	8.19	8.99	0.44	−0.79	0.03	0.86
mmu-miR-33	5.45	6.21	0.46	−0.76	0.04	0.86
mmu-miR-297b-3p	5.93	6.67	0.47	−0.74	0.03	0.91
mmu-miR-689	7.07	7.82	0.47	−0.47	0.06	0.83
mmu-miR-719	7.05	7.78	0.48	−0.73	0.02	0.97
mmu-miR-200a	6.07	6.79	0.48	−0.72	0.00	0.94
mmu-miR-298	6.13	6.85	0.48	−0.71	0.11	0.86
mmu-miR-879	6.00	6.71	0.49	−0.70	0.10	0.83
mmu-miR-1928	5.95	6.65	0.49	−0.69	0.07	0.83
mmu-miR-207	5.54	4.84	2.01	0.70	0.24	0.22
mmu-miR-1-2-as	4.56	3.84	2.04	0.71	0.08	0.19
mmu-miR-1982^*^	6.15	5.42	2.07	0.72	0.03	0.11
mmu-miR-744	11.58	10.84	2.08	0.73	0.01	0.05
mmu-miR-1839-5p	7.21	6.45	2.14	0.76	0.03	0.13
mmu-miR-194	11.81	11.01	2.23	0.80	0.15	0.16
mmu-miR-20b	10.20	9.39	2.24	0.80	0.08	0.19
mmu-miR-465b-5p	5.69	4.86	2.28	0.82	0.12	0.16
mmu-miR-151-5p	10.69	9.84	2.34	0.85	0.02	0.11
mmu-miR-1892	7.93	7.07	2.36	0.86	0.03	0.13
mmu-miR-185	11.68	10.81	2.38	0.86	0.06	0.13
mmu-miR-674^*^	8.85	7.97	2.43	0.88	0.00	0.02
mmu-miR-142-3p	5.17	4.25	2.50	0.91	0.00	0.02
mmu-miR-1894-3p	8.31	7.39	2.52	0.92	0.04	0.19
mmu-miR-669c	9.22	8.29	2.53	0.92	0.02	0.05
mmu-miR-99b	8.56	7.63	2.53	0.93	0.02	0.08
mmu-miR-7a^*^	9.01	8.07	2.57	0.94	0.03	0.13
mmu-let-7g	9.40	8.41	2.69	0.99	0.15	0.22
mmu-miR-329	6.58	5.48	3.00	1.09	0.09	0.16
mmu-mmu-let-7e	7.97	6.82	3.16	1.15	0.12	0.19
mmu-miR-195	11.55	10.39	3.21	1.16	0.00	0.05
mmu-miR-125a-5p	8.97	7.72	3.50	1.25	0.00	0.08

**Table II:** The 7 deregulated miRNAs with statistically significant (P<0.05) target genes and their pathways. The listed miRNAs target genes of a particular pathway (multiplicity), the gene names are shown on the right.

miRNAs	Subcategory name	P-value	Observed number of genes	GeneIDs of test set in subcategory
mmu-miR-688	Colorectal cancer	0.016	3	Bad, Mapk10, Tcf712
	Pancreatic cancer	0.047	2	Bad, Mapk10
mmu-miR-30c-1^*^	Colorectal cancer	0.042	2	Tgfbr1, Mapk3
	Pancreatic cancer	0.012	3	Tgfbr1, Mapk3, Cdk4
mmu-miR-329	Basal cell carcinoma	0.024	2	Axin1, Dvl2
mmu-miR-669c	Glycerophospholipid metabolism	0.016	5	Dgka, Dgke, Pla2g10, Gnpat, Pla2g12a
mmu-miR-201	Starch and sucrose metabolism	0.020	2	Enpp1, Gbe1
mmu-miR-715	Adipocytokine signaling pathway	0.011	4	Acacb, Ppara, Rxrg, Tnfrsf1a
mmu-miR-761	Adipocytokine signaling pathway	0.028	2	Slc2a1, Stk11

How the deposited data were processed for this re-analysis (not part of the article)

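Total RNA with miRNAs from the pelleted blood cells of 6 Tff2-KO and 6 WT mice, 3 males and 3 females of each genotype, was hybridized to arrays with probes for 710 mouse miRNAs and star sequences at 7 spots each. The authors took the median signal, subtracted the background and took the median of the spots. Their raw table holds these intensities without normalization between arrays. Their deposited value table holds linear intensities after quantile normalization by the authors. Which arrays entered that normalization is not stated. The Tff2-KO mice had been generated earlier and the WT mice were bought, so origin and genotype differ together. Each mouse was taken as a replicate and the 2 genotypes were compared.

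The raw intensities were quantile normalized over the 12 arrays with limma (version 3.58.1, R 4.3.3). Values below 1 were set to 1 before the log2 was taken. All 710 miRNAs were tested with lmFit and eBayes, with Benjamini-Hochberg adjusted p under 0.05 as threshold. Beside limma stand a t-test (the paper names one in Fig. 1C and Table I, and equal variances were chosen here), the AUC of each miRNA (above 0.5 where WT is higher) and, for the 5 miRNAs tested by qRT-PCR and the 7 of Table II, two-sided exact permutation tests over the 924 groupings of the mice with adjustment over the 5 or the 7. Arrays give no counts. Precision is limited by the number of arrays. Standard errors are those of limma and SD is given over mice. No fold is given for a named miRNA whose raw intensity was at or under the size of the lowest value of the array on most arrays of a genotype, a rule set after the values were seen.

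Lists of miRNAs were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Lists that the study chose on these mice (Tables I and II and the qRT-PCR miRNAs) were left out of that adjustment. A genotype by sex model used the sex of each mouse. Named are every miRNA of Table II and of the qRT-PCR test, the miRNAs of Table I mainly as counts, the 10 miRNAs with the smallest p in each direction (since fewer than 5 passed), the 10 brightest miRNAs, and up to 4 members of a list with the smallest p. The values of Table I had been seen before. Genomic neighbours come from a RefSeq table of GRCm38.p6, in which 663 of the 710 miRNAs (93.4%) had a gene of matching name.

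Before the data were examined, the following alternatives were set: the authors' value table, no normalization between arrays, median scaling, 75th percentile scaling, cyclic loess, normexp background correction with an offset of 50, a pseudocount of 16, only the miRNAs brighter than the array-wide median, sex as covariate, a replicate block, array weights, a robust intensity trend, each mouse left out in turn, males only, females only, Welch's test and a test on linear intensities. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. On simulated data with 710 miRNAs, limma called 39.8%, 69.6% and 98.0% of brighter miRNAs changed by 0.69, 1 and 2 on the log2 scale. In each run 50 miRNAs were changed by each size, and a mean of 4.25 unchanged miRNAs were called. Where none changed, 0 were called. The values were drawn independently for each miRNA and array, so these shares need not hold for the mice. Of 100 splits of the mice, 8 gave a miRNA at an adjusted p under 0.05 in limma. Target predictions and qRT-PCR values were not analysed here.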

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

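Of the tests here, the one on values below 0 was chosen after the counts had been seen. Of 76 groups of 6 mice tested for a value far from the others (35 miRNAs and 3 array measures in each genotype), 6 had one, where chance gives about 1 in 20, or 3.8. In Tff2-KO replicate 3, miR-125a-5p was at 719, while the other Tff2-KO mice lay between 461 and 527. The same mouse had miR-2142 at 13230.3 (others 18282 to 20323) and miR-191 at 20323 (others 10549 to 13230.3). In Tff2-KO replicate 5, miR-1937a was at 24873 (others 34552 to 40625). In WT replicate 2, miR-669c was at 152 (others 346 to 537) and miR-140* at 13230.3 (others 18282 to 21939.9). All these values are after quantile normalization, which gives every array the same set of intensities, so values such as 13230.3 recur. Among the brightest miRNAs a shift in rank can therefore stand out, and the groups are not independent of each other.

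miR-26b* differed between the sexes in its genotype difference (adjusted p = 0.0126 in limma). All 6 WT mice and 2 of the 6 Tff2-KO mice were at the lowest value allowed, so the test compares Tff2-KO males and females near the background and no fold is given. The fitted value for males minus females, -3.92, is set by the lowest value allowed, and it was -0.32 with normexp and -1.08 with the pseudocount. Over the alternatives the adjusted p ranged from 0.000216 without Tff2-KO replicate 1 to 0.632 with normexp. It was 0.0607 with the authors' value table and from 0.306 to 0.482 with the other scalings and cyclic loess. It also missed the threshold without Tff2-KO replicate 2 (0.0650), 3 (0.0657) or 4 (0.0748).

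The miRNAs that differ between Tff2-KO and WT mice at an unadjusted p under 0.05 number 67. Chance cannot be excluded for that count, since 5 of 100 splits of the 12 mice into 6 and 6, the real one included, gave as many, and the highest other split gave 104. The same holds for the 70 miRNAs of the t-test (5 of 100 splits, highest other 100) and for the 43 within the limits of Table I (13 of 100 splits, highest other 64). For the 6 lower miRNAs among the 355 brighter ones, 1 of 100 splits, the real one, gave as many. The highest other split gave 1. This makes chance less likely for that count but does not exclude it, since 100 splits cannot give a share below 1 in 100. The brighter set is also only 1 of the alternatives, and over all 710 miRNAs 0 passed in limma. Values below 0 on the Tff2-KO arrays are not the cause of most of the 40 lower miRNAs, since 5 of the 40 held such a raw value on a Tff2-KO array and 35 did not. For those 5 it stays open, as does a difference in background that leaves values above 0. The origin of the mice remains open, as it cannot be told apart from the genotype, and so does a biological effect of the genotype.

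The genotype differences in males and females were uncorrelated across miRNAs, with r = -0.10 (710 miRNAs, which are not independent). For 71 miRNAs the interaction of genotype and sex had an unadjusted p under 0.05. Chance cannot be excluded, since 5 of 100 groupings of the mice within genotype gave as many, the real one included, and the highest other gave 109. Of 100 such groupings, 13, the real one included, had a correlation as low as the real one. Without 1 mouse in turn the correlation ranged from -0.200 to 0.0119. The other groupings had a median correlation of 0.0453 and a highest of 0.245. Since a high correlation was not found in any of them, leaving out a mouse cannot decide whether 1 mouse accounts for the low value. Among the 355 brighter miRNAs the correlation was 0.0426 (95% bootstrap interval over miRNAs -0.102 to 0.195), and since that interval reaches past 0.1, noise of dim miRNAs cannot be told apart from a difference between the sexes. A biological difference between the sexes was not tested beyond this.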

How the results depend on the processing

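Of 368 counts recomputed under an alternative, 292 stayed within 1.5 times the reported count, and the 645 values of 25 named miRNAs included 0 reversals and 13 that newly passed the threshold. The 48 miRNAs of Table I kept their direction under every scaling and without any 1 mouse, against 46 in males only and 47 in females only. The numbers of the mice do not pair them: correlations of equal numbers lay between -0.170 and 0.106, and 0 of 6 mice matched their own number best. With this replicate block, 16 miRNAs were higher. The cause of the following changes was not tested, except that each single-sex alternative holds 3 mice per genotype, where exact tests cannot go below 0.1 and, like the interaction and sex tests, were not run, and that the brighter set holds fewer miRNAs and lacks members of the qRT-PCR and Table II lists, which therefore have no value there, nor does the interaction, which was not run on it. The scaling by the 75th percentile moved the median log2 fold change of all miRNAs to -0.12.

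The number of miRNAs passing an adjusted p under 0.05 was 4 with normexp, 6 with only brighter miRNAs, 2 with the robust intensity trend, 2 in males only (miR-129-5p and miR-1969) and 3 in females only (miR-26b*, miR-135a and miR-1903), named after their values were seen and all at or under the size of the lowest value on most arrays of a genotype. At an unadjusted p, higher miRNAs numbered 10 without normalization, 50 with median scaling, 53 in males only and 14 in females only, and lower ones 63 with 75th percentile scaling, 64 in males only and 19 in females only. The miRNAs of Table I at an unadjusted p numbered 6 in females only. Lists past the threshold numbered 7 without normalization, 8 with median scaling, 10 with 75th percentile scaling, 3 in males only, and 1 with normexp, brighter miRNAs, array weights, the robust trend and females only. The t-test gave 36 in females only, and 2 after adjustment in males only and in females only.

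AUC values above 0.9 numbered 14 with median scaling, 97 in males only and 46 in females only, and those under 0.1 numbered 3 without normalization, 19 with median scaling, 83 in males only and 45 in females only. Within the limits of Table I with a ratio of 2 there were 28 with median scaling, 27 with 75th percentile scaling, 3 with normexp, 7 with the pseudocount, 7 with brighter miRNAs, 100 in males only and 54 in females only. With a difference of 0.69 there were 75 with median scaling, 66 with 75th percentile scaling, 11 with normexp, 27 with brighter miRNAs, 174 in males only and 92 in females only. The genotype by sex interaction gave 0 with the value table, without normalization, with median scaling, 75th percentile scaling, cyclic loess and the pseudocount, and 2 with normexp (miR-125b-5p and miR-150).

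Leaving out 1 mouse in turn, higher miRNAs ranged from 15 (without Tff2-KO replicate 4) to 44 (without WT replicate 4), lists from 0 to 4 (without WT replicate 4, and 1 without Tff2-KO replicate 4 or WT replicate 6), AUC values above 0.9 from 14 (without Tff2-KO replicate 4) to 33, and those under 0.1 from 6 (without Tff2-KO replicate 3 or WT replicate 2) to 16 (without WT replicate 4). A ratio of 2 ranged from 15 to 34, with 33 without Tff2-KO replicate 1, 28 without Tff2-KO replicate 6, 30 without WT replicate 4 and 34 without WT replicate 6. A difference of 0.69 ranged from 37 to 67, with 66 without Tff2-KO replicate 1 and 67 without WT replicate 6. The interaction ranged from 0 (without Tff2-KO replicate 3) to 2 (without Tff2-KO replicate 4, 5 or 6 or WT replicate 1 or 6). Table II miRNAs ranged from 3 (without WT replicate 2) to 7 (without WT replicate 4), qRT-PCR miRNAs from 3 to 5 (without WT replicate 4), and the adjusted count of the t-test from 0 to 2 (miR-200a and miR-712*, without WT replicate 4). The limma count over all miRNAs stayed at 0 without any 1 mouse.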

Differences from the paper's values

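The medians in Table I are on a log2 scale, since over 94 medians they rose with the log2 medians here by a slope of 1.05 and with natural logs by 1.51. Its column of log q-median equals the difference of these medians within 0.02 for 47 of 48 miRNAs, and for miR-689 the column gives the paper's -0.47 while its own medians differ by -0.75. Its q-median equals e to the power of that difference for 48 of 48 and 2 to that power for 0, so it is not a ratio of intensities. Ratios below compare differences of log2 medians unless stated otherwise. A log q-median is counted as different when it is off by more than the larger SD of the log2 values over the mice of a genotype, or, with a mouse at the lowest value allowed, by more than 1.5 times. An AUC has to be off by more than its jackknife standard error over mice and by more than 1.5 times, and a median by more than the SD over mice and 1.5 times, or by 1.5 times alone with a mouse at the lowest value allowed. A value of 0 here counts as off by more than 1.5 times. By these rules 6 of 48 log q-medians, 3 of 48 AUC values and 1 of 96 medians differ.

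For miR-1-2-as, the paper's log q-median is 0.71 and the value here 4.12, and the paper's WT median is 3.84 against 0 here, where the lowest value allowed sets the result. Normexp and the pseudocount of 16 bring the log q-median within the paper's, and the pseudocount alone the WT median. The other alternatives, including each mouse left out, do not. For miR-744, the paper's log q-median of 0.73 stands against 0.26 here and its AUC of 0.05 against 0.25. No normalization, median scaling, 75th percentile scaling and cyclic loess close both, as does leaving out WT replicate 1 or 3. WT replicate 2 left out and females only close the log q-median, and Tff2-KO replicate 2 left out closes the AUC. The value table, normexp, the pseudocount, the brighter miRNAs and males only close neither.

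For miR-194, the paper's log q-median is 0.8 and its AUC 0.16, against 0.26 and 0.361 here. No normalization, median scaling, 75th percentile scaling, cyclic loess, females only and 6 of the 12 alternatives that leave out a mouse close both, and males only closes the AUC. The value table, normexp, the pseudocount and the brighter miRNAs close neither. For miR-20b, the paper's log q-median of 0.8 stands against 0.41 here. The value table, no normalization, median scaling, 75th percentile scaling, cyclic loess, females only and 5 alternatives that leave out a mouse close it, and normexp, the pseudocount, the brighter miRNAs and males only do not. For miR-185, the paper's 0.86 stands against 0.18 here, closed by no normalization, median scaling and 75th percentile scaling and by no other alternative.

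For miR-674*, the paper's AUC of 0.02 stands against 0 here, closed by no normalization, median scaling, 75th percentile scaling and cyclic loess. For miR-142-3p, the paper's log q-median of 0.91 stands against 1.95 here, closed by no normalization, 75th percentile scaling, cyclic loess, the pseudocount and males only. Its values here depend on the lowest value allowed, where 2 of the 6 WT arrays lie, and are not read as folds. In Fig. 2 its array bar, read by eye, is about 2.4, against 7.05 here on the scale of the paper's q-median (3.87 in base 2), closed by no normalization, 75th percentile scaling, the pseudocount and males only. The array bar of miR-715 is about 0.5 in Fig. 2, read by eye, against 0.240 here on the scale of the paper's q-median. On that scale it is closed by no normalization, median scaling, 75th percentile scaling and females only. In base 2 the value here is 0.372, which is nearer to the bar, and the paper does not state the base of its bars. The remaining alternatives leave these values apart. The qRT-PCR bars of miR-715 and miR-761 in Fig. 2, read by eye, are not lower than 1, the level of equal medians if they are on the scale of the array bars, and the paper calls qRT-PCR and array values comparable. On the array here both miRNAs were lower in Tff2-KO mice, with log2 fold changes of -1.16 and -0.75, and qRT-PCR values were not analysed.

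The paper states no threshold for its 48 miRNAs, of which 22 are higher and 26 lower. At the limits its table shows, 43, 18 and 25 were counted here. No normalization and leaving out WT replicate 5 each gave 48 in all, cyclic loess 22 higher and the value table 26 lower. These are matches of counts only. Of the miRNAs within the limits, 26 without normalization, 24 without WT replicate 5, 30 with cyclic loess and 35 with the value table are in Table I. That compares with 33 of the 43 here. The paper calls its 48 miRNAs significantly deregulated, while 0 passed the adjusted threshold here in limma (67 unadjusted) and 0 by the t-test with equal variances (70 unadjusted). Among its miRNAs, miR-1895, miR-712* and miR-715 passed with normexp, these 3 with miR-1954 and miR-1899 among the brighter miRNAs, miR-1895 with the robust intensity trend, and miR-200a and miR-712* by the t-test without WT replicate 4. The paper's own t-test P is above 0.05 for 14 of the 48.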

Other observations

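Among the lists not yet described, none passed an adjusted p under 0.05 with camera after quantile normalization, but 5 did under other scalings, all in the positive direction. Of the 8 red cell miRNAs, 7 were lower in Tff2-KO mice, with a median log2 fold change of -0.22 (adjusted p = 0.400), and the direction of the list flipped without normalization between arrays, with median scaling, with 75th percentile scaling and in females only. With 75th percentile scaling it passed as higher (adjusted p = 0.0472), against 0.0515 without normalization and 0.0553 with median scaling. miR-451 and miR-92a, which red cells hold in large amounts, had log2 fold changes of -0.32 and -0.33. The 5 members of the miR-30 family were all lower, with a median of -0.18 (adjusted p = 0.424), and flipped under the same alternatives. Myeloid miRNAs had a median of -0.04, a mean of 0.27 and a positive direction (adjusted p = 0.758), which was negative among the brighter miRNAs, a set without miR-142-3p, with miR-223 at -0.13 and miR-21 at -0.12. This list passed without normalization, with median scaling and with 75th percentile scaling (adjusted p = 0.0349, 0.0496 and 0.0344). Platelet and endothelial miRNAs had a median of 0.12 (adjusted p = 0.443), with the opposite direction in females only, and miR-126-3p a log2 fold change of 0.51. The 6 miRNAs of gut and liver epithelium had a median of 0.30 (adjusted p = 0.424), where miR-194 was at 0.26 and miR-215 at 0.37. It passed without normalization and with 75th percentile scaling (adjusted p = 0.0424 and 0.0472).

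The miR-200 family of epithelia had a median of -0.48 (adjusted p = 0.309), with miR-200a at -0.48 and miR-200b at 0.26. The clusters of miR-17 and miR-92a with their relatives had a median of 0.09 (adjusted p = 0.692), with the opposite direction in males only and without WT replicate 5. They passed without normalization, with median scaling and with 75th percentile scaling (adjusted p = 0.0102, 0.0127 and 0.00925). In the miR-16 family the median was -0.10 and the mean 0.02, and its direction was positive (adjusted p = 0.946), but negative with cyclic loess, array weights, in males only and without Tff2-KO replicate 1, 2 or 5 or WT replicate 5 or 6. It passed with median scaling and 75th percentile scaling (adjusted p = 0.0395 and 0.0419). Brain miRNAs had a median of 0.24 (adjusted p = 0.189), muscle miRNAs -0.21 (adjusted p = 0.862, opposite without Tff2-KO replicate 5), and the 48 miRNAs of the Dlk1-Dio3 cluster 0.01 with a mean of -0.04 and a negative direction (adjusted p = 0.670, opposite in females only). The 73 high-number entries from miR-1892 to miR-1983 had a median of -0.07 (adjusted p = 0.484), and the 119 star strands -0.09 with a mean of 0.01 and a negative direction (adjusted p = 0.670). For the 5 of 19 lists with an unadjusted p under 0.05, chance cannot be excluded: 9 of 100 splits of the mice gave as many, the real one included, and the highest other gave 5.

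Between the sexes, 0 miRNAs passed an adjusted p under 0.05 in limma with genotype as covariate, and 56 had an unadjusted p under 0.05, 36 higher and 20 lower in males. Chance cannot be excluded, since 12 of 100 groupings of the mice within genotype gave as many, the real one included, and the highest other gave 93. A split of all mice by sex gave 47 miRNAs at an unadjusted p under 0.05. Within the sexes, 118 miRNAs in males and 43 in females had an unadjusted p under 0.05 for the genotype. Of the 48 miRNAs of Table I, 45 had the same direction in both sexes, though the study chose them on these mice, and 0 passed the test of the difference between the sexes.

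Genes of neighbouring miRNAs in GRCm38.p6 were asked whether they differ between the genotypes together. Mir99b, Mirlet7e and Mir125a are neighbours in this table, and miR-99b, let-7e and miR-125a-5p had log2 fold changes of 0.82, 0.90 and 1.23. Over 172 neighbouring pairs the correlation of their log2 fold changes was 0.195 (permutation p = 0.0114), and over the 32 pairs of the same number 0.439 (permutation p = 0.0126). A candidate explanation is cross-hybridization of miRNAs of one number. Pairs of different numbers correlated at 0.145 (140 pairs, permutation p = 0.0781), so it cannot be told apart from a shared change of neighbours. The permutations shuffled the fold changes over the miRNAs and did not regroup the mice. They therefore cannot tell a difference with the genotype from neighbours that vary together from mouse to mouse. Tff3 and Tff2 are adjacent in the table, with Gm15318 between Tff2 and Tff1. No gene named for miR-715 or miR-712 was found in it, among the 47 of the 710 miRNAs without a match.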
